A study of Mus musculus with 15 samples. Its data were reported in "A TREM2-activating antibody with a blood–brain barrier transport vehicle enhances microglial metabolism in Alzheimer’s disease models" (2023).

How the data were processed

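Single-cell RNA sequencing libraries of CD45 bead-enriched cells from the cortex and hippocampus of 15 male hTfR knock-in mice were made with a 3′ kit that tags each molecule with a UMI. The labels give 1 dose of 10 mg/kg, the antibody (ATV:4D9 or ATV:RSV), the day of sampling and a batch number from 1 to 3 for each mouse, and the groups were taken from them: ATV:RSV at day 1 and ATV:4D9 at days 1, 7, 14 and 28, with 3 mice each. The labels also mention a further control animal, which was not analysed here.

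The authors mapped the reads to mm10 with Cell Ranger and filtered and clustered the cells in Seurat. The deposited matrix held UMI counts per gene and cell, not normalized, and the deposited cell table held UMI counts per cell, the percent of UMIs from mitochondrial genes per cell, a cluster number and the mouse of each cell. The filters on cells are not stated in the labels. The files held 102043 cells with 667 to 24995 UMIs, 500 to 5565 genes and at most 10% mitochondrial UMIs per cell, and all cells were taken as microglia per the labels, in the deposited clusters 0, 1 and 2. The sums of the matrix were checked against the deposited UMIs and genes per cell and were equal in 102043 of 102043 cells, and the recomputed mitochondrial percent was within 0.01 in all of them. No gene name was blank or repeated, and 9521 of 32372 genes had no UMI. Positions are 1-based in mm10 from GENCODE M21, whose symbols matched 31572 of 32372 gene symbols and 14086 of the 14260 genes tested. The genes named in the text are annotated as protein coding, and the counts cover the whole gene, mostly its 3′ end.

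Counts were summed over the cells of each mouse, which gave 32341960 to 70307384 UMIs per mouse, since cells of a mouse are not replicates. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), counts were scaled by TMM and tested with limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3) in a fit of group means over all 15 mice. Each day of ATV:4D9 was compared with ATV:RSV and day 7 with day 1, and a moderated F test compared the 5 groups. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. CPM values use the TMM-scaled library size, and values with ± are means and SDs over 3 mice. Sets of genes were tested with camera and its preset correlation of 0.01. The sets were homeostatic microglia (12 genes tested), DAM (21), interferon response (14), cell cycle (18), MHC class II (6), glycolysis (13), oxidative phosphorylation (86), cholesterol biosynthesis (19), fatty acid oxidation (17) and dissociation-induced immediate early genes (15). Their members were written down from general knowledge, Apoe, Axl and Spp1 are members of the DAM set, and Mki67, Isg15, Cd74, P2ry12, Tmem119 and Csf1r are members of the other sets. Days of ATV:4D9 were also compared with each other where a set or a gene of the fixed list was called with opposite signs, with camera or limma-voom on that contrast. Genes outside the fixed list were not compared in this way.

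The text names 14 genes fixed in advance, the 5 highest and 5 lowest log2 fold changes at day 1, up to 5 genes called at all 3 later days, and the 2 highest and 2 lowest at each later day. Outside the fixed list a gene had to be called, to have at least 10 UMIs in each of the 6 mice compared, to separate the groups without overlap and to have a symbol other than that of a predicted gene.

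The share of cells with a Mki67 UMI was computed after thinning each cell at random to 3385 UMIs, the 10th percentile over all cells, which left out 10204 shallower cells (3.93% to 17.8% of the cells of a mouse). For genes per cell, 1 cell in 5 was thinned in this way. Values per mouse were tested with an exact two-sided permutation of the groups within the batches (14400 arrangements, smallest possible p 6.9e-05) and with an exact two-sided permutation of 3 mice against 3, whose smallest p is 0.1, adjusted over the 4 days. Intervals and limits for a count of 0 (3 counts of the total) cover counting error only. Comparing the shares of the deposited clusters between groups had been planned but was left out, because the genes that define the clusters are among those that changed.

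Marker lists of 14 cell types were used to look for other cells. Doublets were sought with Scrublet in scanpy 1.11.5 for each mouse, at an expected rate of 0.05. It called 6 of 102043 cells (0.00588%), far below that rate, so its calls were not relied on. Whether doublets had been removed before deposit is not known. Doublets were instead weighed by leaving out cells with at least 3 markers of another type or the 5% of cells with most UMIs in each mouse.

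The labels state that each batch holds all 5 conditions, so the batch number pairs the mice. The deviations of mice of the same batch from their group means correlated at a mean r of 0.0344 across genes (30 pairs, -0.264 to 0.287), and those of mice from different batches at -0.0172 (60 pairs). No 2 libraries of a group were copies: the differences between them were 10.6 to 28.75 times what counting error allows (chi-square per degree of freedom).

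The statistics were tested on simulated data with 200 of 13946 genes changed between day 1 and ATV:RSV. In these, limma-voom recovered 73.5% of the changed genes and 83.2% of those changed 2-fold, with 5.16% false calls. The batch as a block recovered 73.0% with 8.18%, edgeR 71.5% with 4.67% and DESeq2 77.0% with 13.97%. Of 50 random sets, 1 had an unadjusted camera p under 0.05. In the real data far more genes were called at day 1 (9872 of 14260), so the simulation did not test scaling or false calls in that setting. Its genes were drawn independently, so it did not test the preset correlation of camera on correlated genes. The alternatives tried were edgeR's quasi-likelihood test, DESeq2 1.42.0, DESeq2's size factors, the library size alone, no filter on low counts, the batch as a block, each mouse left out, only the 2 groups compared, sample quality weights, thinning to the smallest total, leaving out cells by doublet call, by a UMI of Mki67 or Top2a, by markers of another type or by high UMIs, and for sets fry, camera with an estimated correlation and fgsea 1.28.0. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the remaining steps.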

Results

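Microglia were profiled from the cortex and hippocampus of 15 male hTfR knock-in mice, which carry a human transferrin receptor sequence in the mouse genome. Each mouse received 1 dose of 10 mg/kg of ATV:4D9 or of the control ATV:RSV. ATV:4D9 is an antibody against TREM2, a receptor of microglia, on an Fc (the antibody transport vehicle, ATV) that binds the transferrin receptor so that more antibody crosses into the brain, and ATV:RSV is the control antibody on the same vehicle. ATV:4D9 mice were sampled at day 1, 7, 14 or 28 and ATV:RSV mice at day 1, with 3 mice in each of the 5 groups and 1 mouse of each group in each of 3 batches. The later days therefore had no control of the same day, and every comparison with a control used the same 3 ATV:RSV mice. The files held unique molecular identifier (UMI) counts of 32372 genes in 102043 cells, with 707518630 UMIs in all. Each mouse contributed 5667 to 7596 cells and 32341960 to 70307384 UMIs.

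Depth differed between the groups. The total per mouse was 38985589 to 46425480 UMIs in ATV:RSV and 53244126 to 70307384 at day 1 of ATV:4D9. At days 7, 14 and 28 it was 32341960 to 50730013, 37084525 to 49310133 and 45287738 to 49182550. The median UMIs per cell averaged 8513 ± 424 (SD, n = 3) at day 1 against 5317 ± 396 in ATV:RSV, and all 3 day 1 mice lay above every ATV:RSV mouse (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allows; adjusted over the 4 days 0.4). At days 7, 14 and 28 the medians averaged 5203 ± 715, 5525 ± 532 and 5798 ± 99.4. An exact permutation of the 5 groups within the 3 batches gave p = 0.0201. The number of cells per mouse did not differ detectably between the groups by the same exact test (p = 0.733). After each cell had been thinned to 3385 UMIs, the median number of genes per cell was 1536 ± 4.36 (SD, n = 3) in ATV:RSV and lower in all 3 mice of each ATV:4D9 group, at 1483 ± 15.1, 1461.5 ± 8.67, 1498 ± 6.93 and 1522 ± 8.74 at days 1, 7, 14 and 28 (exact p = 0.1 for each day, adjusted 0.1, and 0.000486 within batches for the 5 groups). Without thinning the median was 2693 ± 88.3 genes at day 1 and 2069.5 ± 104 in ATV:RSV.

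The first question was how far the transcriptome of microglia moved after the dose and for how long. UMIs were summed per mouse and expressed as CPM, the counts scaled to a common library size, and 14260 genes passed the filter on low counts. Within a group the mice correlated at r = 0.989 to 0.995 across genes (log2 CPM), where genes are not independent replicates. The first principal component held 69.5% of the variance and set the day 1 mice, at 90.3 to 101, apart from the other 12 mice, at -29.4 to -16.0, while the second held 5.40%. In 1 test over all 5 groups 9490 genes (66.5%) differed at an adjusted p under 0.05 in limma-voom. The alternative that moved this count most was scaling by the library size alone, which gave 10373 genes.

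At day 1, 9872 genes (69.2%) differed between ATV:4D9 and ATV:RSV, 4942 higher and 4930 lower, and 1822 of them were at least 2-fold higher and 1058 at least 2-fold lower. At day 7, 568 genes (3.98%) differed, 426 higher and 142 lower, of which 57 and 15 reached 2-fold. By day 14 the count was 57 genes (55 higher and 2 lower, none at 2-fold). At day 28, limma-voom called 0 genes, with a lowest adjusted p of 0.173. There, 571 genes (4.00%) had an unadjusted p under 0.05, edgeR called 0 genes and DESeq2 called 14. The scaling of the counts moved the split of calls most: with the library size alone, 1199 genes were called at day 7, 317 higher and 882 lower, and 34.65% of the calls at day 1 were higher in place of 50.06%. That scaling shifted the median log2 fold change of all genes to -0.29 at day 1 and to -0.10 at day 7, against -0.05 and -0.00 with the trimmed mean of M values (TMM), so all changes below are relative to the TMM scaling. They are not changes in UMIs per cell, and cells held more UMIs at day 1. With the batch as a block, 1014 genes were called at day 7, 122 at day 14 and 2 at day 28. Leaving out ATV:RSV replicate 2 gave 331 genes at day 7 and leaving out day 7 replicate 3 gave 334. At day 14, the count was 0 without day 14 replicate 1, 16 without ATV:RSV replicate 3 and 30 without day 14 replicate 2.

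Day 7 was also compared with day 1 directly, to test the change after the first day itself. In this contrast 9538 genes (66.9%) differed, 4703 higher and 4835 lower at day 7, of which 892 and 1706 reached 2-fold.

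Of 14 genes fixed before the data were examined, 13 were called at day 1, 7 of them higher and 6 lower, and 13 when p-values were adjusted over the list alone. The receptor targeted by the antibody, Trem2 (chromosome 17, 48346401 to 48354147), measured 2383 ± 115 CPM (SD, n = 3) at day 1 and 2623 ± 155 in ATV:RSV. Its log2 fold change was -0.14 (SE 0.0478, limma-voom adjusted p = 0.0176), and it was lower in 3 of 3 mice than in every control. It was lower as a share of UMIs only: its raw counts were 111599 to 158811 UMIs per mouse at day 1 and 105687 to 123232 in ATV:RSV. Its UMIs per cell were not compared. The call was lost in 4 of 19 alternatives, with adjusted p-values from 3.91e-06 to 0.121 over all of them, and the log2 fold change was -0.09 (0.104) without ATV:RSV replicate 3 and -0.10 (0.103) without day 1 replicate 2. Its signalling adaptor Tyrobp (chromosome 7, 30413760 to 30417585) was higher by 0.37 (SE 0.0467, limma-voom adjusted p = 3.28e-06). The kinase Syk (chromosome 13, 52583173 to 52648792) fell by 0.95 on the log2 scale (SE 0.0903, limma-voom adjusted p = 1.35e-07), from 82.7 ± 7.78 to 42.8 ± 1.69 CPM. For Tfrc (chromosome 16, 32608920 to 32632794), which encodes the transferrin receptor, 25.5 ± 0.755 CPM at day 1 compared with 4.43 ± 0.324 in ATV:RSV, a log2 fold change of 2.53 (SE 0.0889, limma-voom adjusted p = 1.48e-12). How the human knock-in sequence acts on these counts, which were made on mm10, was not tested.

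Among the other genes of that list, Axl (chromosome 7, 25757273 to 25788705) rose by 3.69 on the log2 scale at day 1, Cd74 by 2.69, Isg15 (chromosome 4, 156199424 to 156200818) by 4.36, Mki67 (chromosome 7, 135689784 to 135716361) by 4.34 and Aif1 by 0.67. P2ry12 (chromosome 3, 59216272 to 59262871) changed by -1.31, Csf1r by -0.47 and Tmem119 by -0.30. The limma-voom adjusted p-values of these 8 genes lay between 3.84e-12 (P2ry12) and 0.00164 (Tmem119), each was on its side of the controls in 3 of 3 mice, and none lost its call in any alternative in which it was tested. Apoe (chromosome 7, 19696109 to 19699188) was lower by its log2 fold change of -0.42 (SE 0.174, limma-voom adjusted p = 0.0432), at 405 ± 145 CPM against 521 ± 27.4 (SD, n = 3). Only 2 of 3 day 1 mice lay below the controls, and within the batches the log2 difference was 0.183, -0.700 and -0.743. The call was lost in 12 of 19 alternatives (adjusted p from 0.000129 to 0.236), among them edgeR (0.0803), DESeq2 (0.153) and leaving out any of the 3 ATV:RSV mice or of day 1 replicates 2 and 3, of which the last gave -0.24 (0.236), while the value was -0.69 without day 1 replicate 1. Apoe was therefore not reliably lower at day 1. Spp1 was not called at day 1 (log2 fold change 0.36, SE 0.773, limma-voom adjusted p = 0.688), with 0.675, 18.8 and 0.883 CPM in the 3 ATV:RSV mice. Without ATV:RSV replicate 2 its log2 fold change was 1.82 (adjusted p = 0.00423). Over 19 alternatives it ranged from -1.20 with edgeR to 2.00, so its sign depended on the alternative, with adjusted p from 0.00201 to 0.895 where DESeq2, which gave none, is left out.

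The 5 highest genes at day 1 that met the naming rule were Uhrf1 (log2 fold change 7.03), Ung (6.64), E2f1 (6.62), Timeless (6.51) and Fignl1 (6.10). Uhrf1 (chromosome 17, 56303321 to 56323486) measured 55.1 ± 9.02 CPM at day 1 and 0.429 ± 0.187 in ATV:RSV (SD, n = 3), from 10 to 30 UMIs per control mouse. The 5 lowest were Adtrp (-3.47), Kcnj9 (-3.37), Mycl (-3.34), Fn3k (-3.17) and Tcp11l2 (-3.11). Adtrp (chromosome 13, 41763148 to 41847684) measured 0.390 ± 0.0542 CPM at day 1, from 21 to 24 UMIs per mouse, and 4.39 ± 0.685 in ATV:RSV. These 10 genes kept their call in all 19 alternatives.

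**Figure D1:**
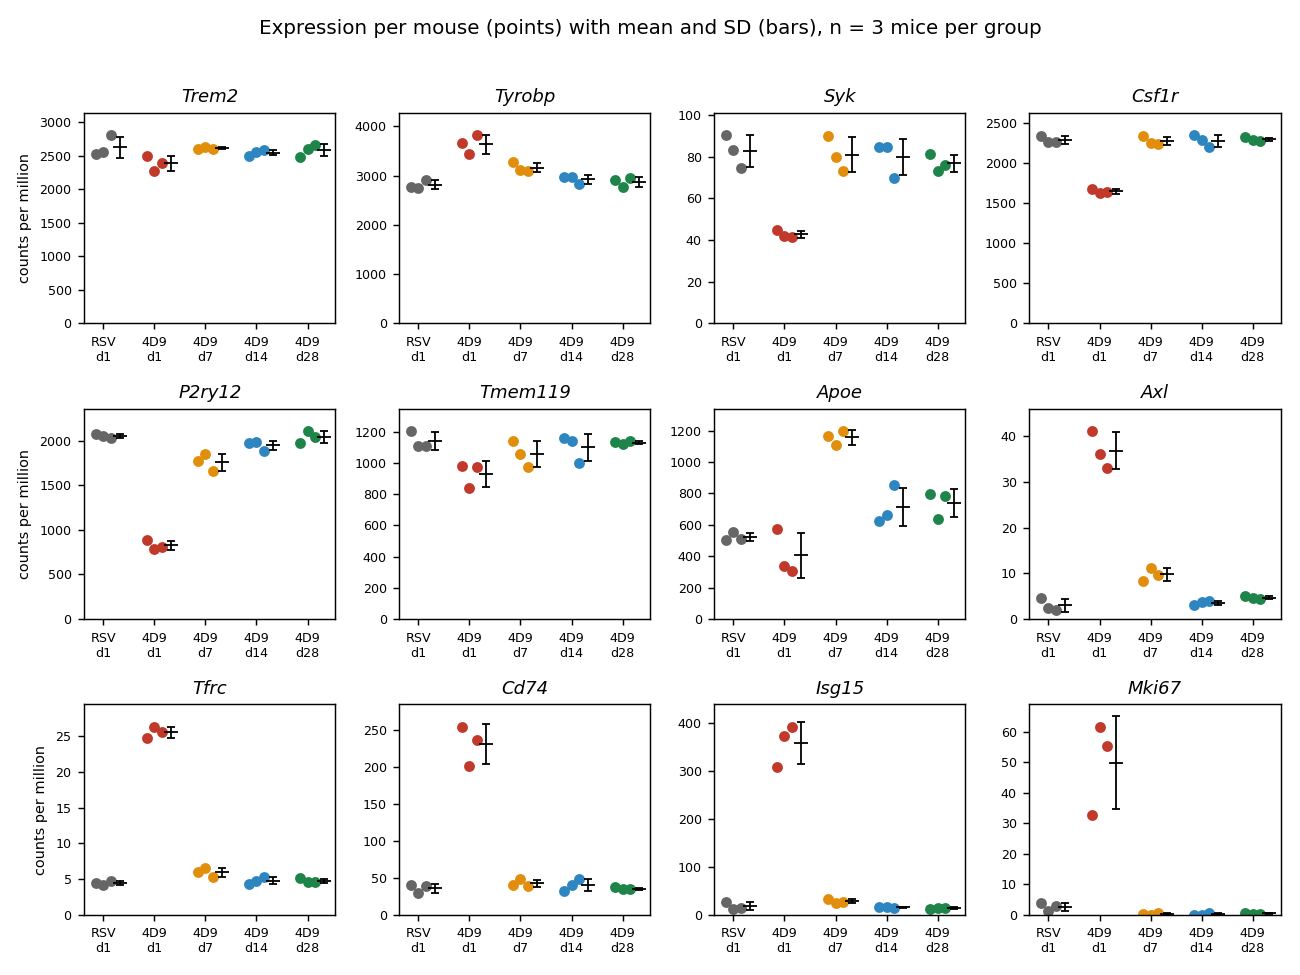
CPM (vertical axis, from 0) of 12 genes of the fixed list in each of the 15 mice (points) by group, with the mean and SD of each group of 3 mice (bars). Tfrc, Cd74, Isg15 and Mki67 were highest at day 1, and Axl and Apoe were above ATV:RSV at day 7.

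At day 7, 3 genes of the fixed list were called over all genes tested, and 7 when p-values were adjusted over the list alone (Tyrobp, Tfrc, Axl, Apoe, Mki67, Isg15 and P2ry12). Axl had a log2 fold change of 1.76 (SE 0.223, limma-voom adjusted p = 0.000132), at 9.77 ± 1.45 CPM against 2.96 ± 1.34 in ATV:RSV (SD, n = 3). Apoe was higher by 1.15 (SE 0.173, limma-voom adjusted p = 0.000693), at 1156 ± 46.4 CPM against 521 ± 27.4, and higher in 3 of 3 mice than in every control. P2ry12 changed by -0.22 (SE 0.0501, limma-voom adjusted p = 0.0171). Its call was lost in 4 of 19 alternatives (adjusted p from 0.00105 to 0.0891), including those without ATV:RSV replicate 1 (-0.22, 0.0583), ATV:RSV replicate 2 (-0.22, 0.0633) and day 7 replicate 3 (-0.18, 0.0891). Trem2 (adjusted p = 0.987) and Csf1r (0.95) did not differ at day 7 in limma-voom.

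The named genes with the largest changes at day 7 were H2-Q6 (log2 fold change 2.23, SE 0.312, limma-voom adjusted p = 0.000355) and H2-Q7 (2.02, SE 0.314, 0.000972) among those higher, and Lyzl4 (-1.48, SE 0.172, 5.68e-05) and Stox2 (-1.30, SE 0.298, 0.0198) among those lower. H2-Q6 and H2-Q7 lie next to each other on chromosome 17 (35424850 to 35430055 and 35439155 to 35443773) and are near-identical paralogs, so their separate values are uncertain. The call of Stox2 was lost without ATV:RSV replicate 1 (-1.20, adjusted p = 0.0692), ATV:RSV replicate 2 (-1.32, 0.0548) and day 7 replicates 1 (-1.34, 0.0570), 2 (-1.33, 0.0625) and 3 (-1.23, 0.124), with 0.00190 to 0.124 over its 19 alternatives.

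No gene of the fixed list was called at day 14 or day 28, also when p-values were adjusted over the list alone. The named genes at day 14 were Haao (log2 fold change 0.76, SE 0.113, limma-voom adjusted p = 0.00832), Igfbp4 (0.67, SE 0.109, 0.00900), Sfmbt2 (-0.69, SE 0.143, 0.0495) and Rgs7bp (-0.45, SE 0.0833, 0.0209), each on its side of the controls in 3 of 3 mice. Haao was lost without day 14 replicate 1 (0.74, adjusted p = 0.0742, from 1.57e-07 to 0.151 over 19 alternatives). Igfbp4 was lost without day 14 replicate 1 (0.69, 0.0769) and without ATV:RSV replicates 2 (0.61, 0.0553) and 3 (0.67, 0.0559), within a range of 1.38e-06 to 0.0892. Sfmbt2 was lost in 14 of 19 alternatives (0.0314 to 0.386) and Rgs7bp in 7 (0.000335 to 0.191), and both were lost when any of the 6 mice was left out, with the largest loss without day 14 replicate 1 (-0.59, 0.386 and -0.43, 0.191). No gene was called at all 3 later days.

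Sets of genes were tested with camera, 10 sets at 4 time points with the 40 tests adjusted together. At day 1, 8 sets were called. The interferon response set (14 genes, all higher) had a median log2 fold change of 4.17 (camera adjusted p = 4.55e-08), the cell cycle set (18 genes, all higher) 3.50 (5.68e-08), the disease-associated microglia (DAM) set 1.43 (2.09e-05), the glycolysis set 1.35 (4.16e-07), the oxidative phosphorylation set (83 of 86 genes higher) 0.99 (3.12e-20) and the cholesterol biosynthesis set 0.69 (0.000430). The homeostatic microglia set (10 of 12 genes lower) had a median of -0.54 (0.000430) and the dissociation-induced immediate early genes -0.45 (0.0178). The MHC class II set (0.96, 0.0854) and the fatty acid oxidation set (0.29, 0.183) were not called by camera and were called by fry. At day 7 the DAM set (0.43, 1.30e-13), the interferon response set (0.80, 1.79e-10), the glycolysis set (0.16, 3.24e-05) and the oxidative phosphorylation set (0.08, 5.68e-08) were higher by camera, and the homeostatic microglia set (-0.10, 0.00886) and the cell cycle set (-0.83, 0.00124) were lower. The interferon response median at day 7 was 1.30 without ATV:RSV replicate 1 and 0.44 without ATV:RSV replicate 2, with 13 and 2 of its genes called in place of 5. The cell cycle median was -0.38 and -1.28 without the same mice, the oxidative phosphorylation median 0.04 without ATV:RSV replicate 2 and the homeostatic microglia median -0.04 without day 7 replicate 3, and camera called each of these. The camera test with the correlation estimated for each set moved these counts most, to 0 sets at day 1 and to 1 at day 7, the DAM set. With fry, the 8 sets of day 1 were called, and of those at day 7 the DAM, interferon response and glycolysis sets. Unlike camera, fry does not compare a set with the other genes. It called all 10 sets at day 1, where 69.2% of all genes were called, so it adds little to the camera calls of that day.

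At day 14, camera called 5 sets: glycolysis (median 0.08, adjusted p = 0.000121), oxidative phosphorylation (0.05, 5.68e-08) and immediate early genes (0.14, 7.46e-05) were higher, and interferon response (-0.34, 0.000856) and cell cycle (-1.18, 5.46e-08) were lower than in ATV:RSV. At day 28, 4 sets were called by camera, DAM (0.13, 7.20e-05) and immediate early genes (0.11, 0.000430) higher and interferon response (-0.34, 0.000164) and cell cycle (-0.92, 1.13e-08) lower. Of these 9 calls only the immediate early genes at day 14 were called by fry, and 0 with the estimated correlation. Without ATV:RSV replicate 1 the interferon response medians changed sign, to 0.04 at day 14 and 0.05 at day 28 (camera adjusted p = 0.279 for both, with 1.13e-12 to 0.476 and 1.84e-15 to 0.476 over their alternatives), and without ATV:RSV replicate 2 they were -0.70 and -0.72. The cell cycle median was -0.77 at day 14 and -0.34 at day 28 without ATV:RSV replicate 1, and -1.43 at day 28 without ATV:RSV replicate 2. At day 14 the glycolysis median was 0.05 and 0.13 without day 14 replicates 1 and 3, the oxidative phosphorylation median 0.02 and 0.08 without the same mice and 0.01 without ATV:RSV replicate 2, and that of the immediate early genes 0.09 without ATV:RSV replicate 3. At day 28 the DAM median was 0.08 without ATV:RSV replicate 1 and 0.09 without day 28 replicate 3. The call of the immediate early genes at day 28 was lost without ATV:RSV replicate 3 (0.05, 0.0591, with 1.14e-05 to 0.227 over the alternatives), and 8 sets were called at day 14 without day 14 replicate 1. Without cells that had a UMI of Mki67 or Top2a, the cell cycle medians at days 7, 14 and 28 were -0.03, -0.06 and -0.03 and no longer called, but these cells were chosen by 2 genes of the set itself. The fatty acid oxidation set at day 14 was the only set whose mean (-0.00) and median (0.02) differed in sign.

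**Figure D2:**
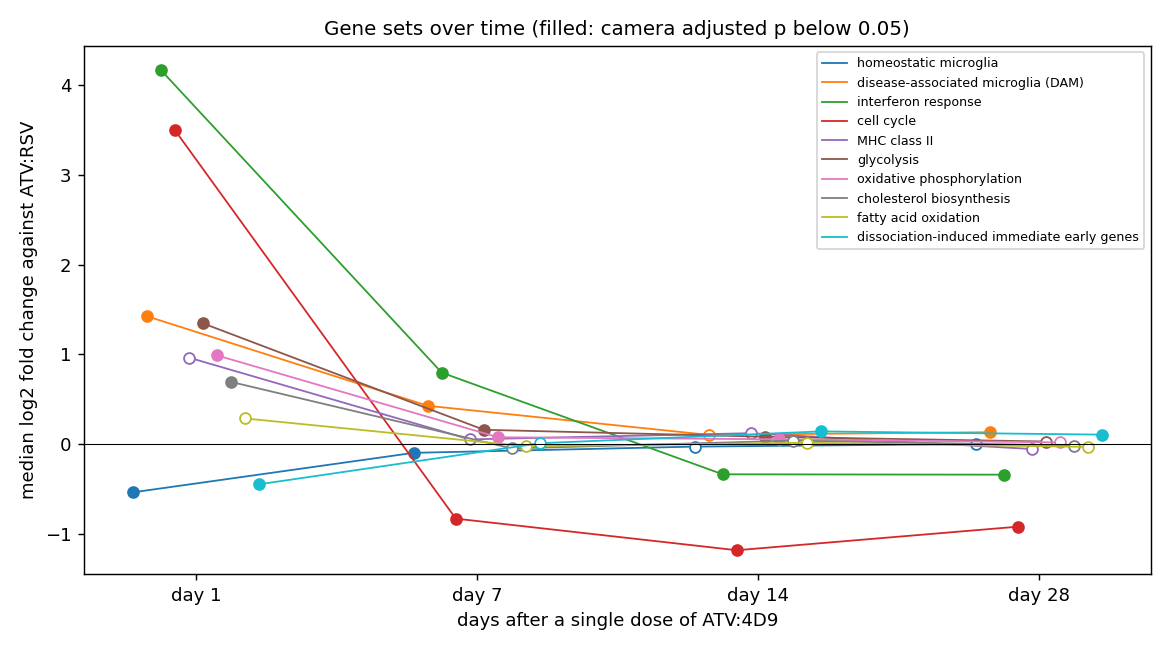
Median log2 fold change against ATV:RSV (vertical axis) of each of 10 gene sets at days 1, 7, 14 and 28 (horizontal axis), with filled points where camera gave an adjusted p below 0.05. The interferon response set fell from 4.17 at day 1 to 0.80 at day 7, and the cell cycle set from 3.50 to -0.83.

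To follow proliferating cells, the share of microglia with a UMI of Mki67 was taken after each cell had been thinned to 3385 UMIs. The share was 7.73% ± 2.11 (SD, n = 3) at day 1 and 0.209% ± 0.118 in ATV:RSV, and 0.0390% ± 0.0338, 0.0285% ± 0.0345 and 0.0449% ± 0.0252 at days 7, 14 and 28. Permuting the 5 groups within the batches gave p = 0.00236 (exact), and each day differed from ATV:RSV without overlap (exact p = 0.1, adjusted 0.1), which 10% of random splits of 3 against 3 also give. After thinning, no Mki67 UMI was seen in day 7 replicate 2 (0 of 4710 cells, which allows a share of up to 0.0637%) and day 14 replicate 1 (0 of 6709, up to 0.0447%). Without thinning each had 1 cell with 1 UMI, and these limits hold for cells in which the gene is detected at that depth, not for all cells that express it. The files held no cell type that should lack Mki67, so background was read from the day 1 cells outside the deposited cluster 2, which held most day 1 cells: 2 of 1511 had a UMI at the same depth (0.132%, 95% Clopper-Pearson interval 0.0160 to 0.477, counting error only). The shares at days 7, 14 and 28 lay below that level, and the share in ATV:RSV lay within its interval. The day 1 libraries held more Mki67 than the others, so that level may not be the background of the other libraries. The cells of the ATV:RSV mice outside cluster 2 gave 10 of 17400 (0.0575%, interval 0.0276 to 0.106), below the ATV:RSV share of 0.209%, so that share was not shown to be background. At days 7, 14 and 28 the cells outside cluster 2 gave 2 of 16261 (0.0123%), 2 of 17856 (0.0112%) and 3 of 19473 (0.0154%), below the shares of those days, with intervals of 0.00149 to 0.0444, 0.00136 to 0.0405 and 0.00318 to 0.0450 that included them. Without thinning the share was 13.1% ± 3.23 at day 1 and 0.268% ± 0.126 in ATV:RSV, and Mki67 measured 49.7 ± 15.2 and 2.58 ± 1.36 CPM. A UMI of any of 5 cell cycle genes was found in 24.3% ± 3.68 of the thinned cells at day 1 and in 2.03% ± 0.444 in ATV:RSV, with 2.34%, 2.17% and 1.85% at days 7, 14 and 28, an exact p within batches of 0.0108 and exact p-values of 0.5, 0.7 and 0.7 for the later days against ATV:RSV (adjusted 0.7), in a test that cannot give less than 0.1. No background was measured for these 5 genes.

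The last comparison asked whether genes changed at later days were those changed at day 1. Of the 568 genes called at day 7, 404 (71.1%) were called in the same direction at day 1 and 83 in the opposite direction. Of the 57 genes called at day 14, 48 (84.2%) were called in the same direction at day 1 and 3 in the opposite direction. However, 43 of these 57 genes encode ribosomal proteins. At day 1, 74 of the 83 ribosomal protein genes tested were called higher, so the overlap at day 14 rests largely on 1 group of genes. Because these comparisons share their control mice, 20 simulations of unchanged groups against the same controls were run. They called 0 genes at the later days, so they give no chance level for the overlap, and they serve below for correlations and signs alone. Genes were drawn independently in them, while deviations of real mice of different batches from their group means correlated at -0.365 to 0.357 across genes. The simulated values may therefore vary too little, so a value beyond them does not exclude chance. Across genes, which are not independent replicates, the log2 fold changes at day 1 and day 7 correlated at r = 0.244 (rho = 0.286), against a highest simulated r of 0.0675. At day 14 and day 28, r was -0.0134 and 0.00223 (rho = 0.165 and 0.114), and neither exceeded the simulated medians of 0.0366 and 0.0331. Of the genes called at day 1, 62.2%, 58.5% and 55.3% had the same sign at days 7, 14 and 28, against highest simulated shares of 51.0%, 51.2% and 51.3%. With the batch as a block, 685, 97 and 1 genes were called in the same direction at day 1 and at days 7, 14 and 28.

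**Figure D3:**
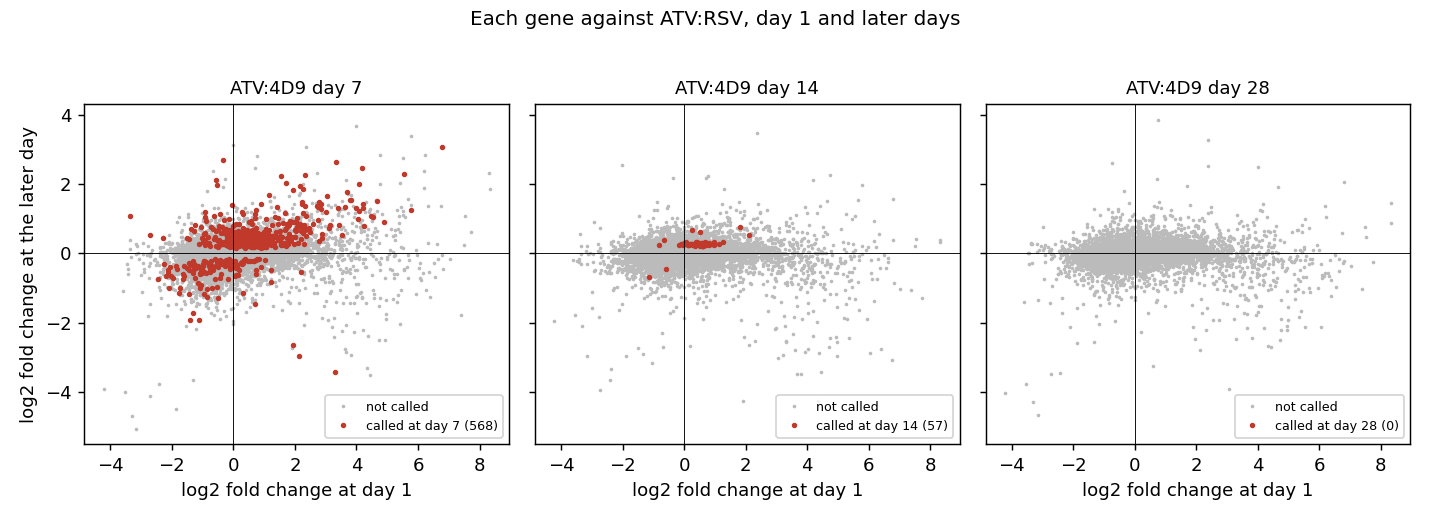
Log2 fold change against ATV:RSV at day 1 (horizontal axis) and at days 7, 14 and 28 (vertical axes) for each gene tested, with genes called at the later day in red (568, 57 and 0). Over all genes the later changes spread less than those at day 1 (SD 0.37, 0.29 and 0.27 against 1.06). Single genes such as Apoe changed more at day 7 (1.15) than at day 1 (-0.42). Of the red genes at day 7, 404 were also called at day 1 in the same direction.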

Values the study reported

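The study reported 102,043 cells in the dataset of WT;TfR^mu/hu mice. It reported 49,000 cells after this dataset was integrated with a second one from a mouse model of amyloid pathology. The integrated cells were assigned to several microglial clusters. Mice in this time course received a single intravenous dose of 10 mg per kg, with 3 mice at each time point.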

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

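The tests of a single ATV:RSV library as an explanation, the comparisons between and within batches, the test of the 1% of cells with most Apoe UMIs and the test for lost cytoplasmic RNA were chosen only after the result was seen, although leaving out each mouse in turn had been planned.

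The interferon response set moved in opposite directions at different days against the same controls, with a median of 4.17 on the log2 scale at day 1 and -0.34 at day 14. The median difference between day 14 and day 1 was -4.58, and a test of the difference itself gave a camera adjusted p of 2.05e-08. The fall below ATV:RSV at days 14 and 28 is the part in question. Cells of day 1 mice in the ATV:RSV libraries were argued against: over 100 other genes more than 4-fold higher at day 1, the ATV:RSV libraries stood at a median of -0.0293% of the day 1 rise above the mice of days 14 and 28 (quartiles -1.08 to 0.557), against 2.03% for the interferon response set. A single ATV:RSV library remained as an explanation. Replicate 1 held 440 CPM of the set's genes in all, against 283 and 319 in the other ATV:RSV mice, 309 to 331 at day 14 and 300.4 to 339 at day 28, and without it the median was 0.0365 at day 14 and 0.0523 at day 28. The lower level at days 14 and 28 may therefore come from this 1 mouse. A later loss of interferon signal was not shown, and there was no control of the same day.

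The cell cycle set was likewise higher at day 1 (3.50) and lower than ATV:RSV at day 7 (-0.83). The day 7 minus day 1 difference had a median of -4.47 (camera adjusted p = 3.21e-08 for the difference itself). Day 1 cells in the ATV:RSV libraries were argued against, since the other induced genes stood at -0.0293% of the day 1 rise in ATV:RSV and the cell cycle set at 3.51%. Reads assigned to the wrong library within a batch were argued against too: of 51 ATV:RSV cells that had a UMI of Mki67 or Top2a and lay in the deposited cluster 2, 0 shared their barcode with the day 1 library of their batch, against 34 of 20250 other ATV:RSV cells (0.168%, two-sided Fisher's exact test, p = 1). After thinning to the smallest total, the median at the day nearest 0 was -0.73. This argued against a difference in the total per mouse, but it cannot decide about depth per cell, which was not matched for this set. A single ATV:RSV library was argued against only as the whole cause, by a median no higher than -0.34 with any 1 of the ATV:RSV mice left out. Replicate 1 carried much of the difference: without it the medians were -0.38, -0.77 and -0.34 at days 7, 14 and 28, in place of -0.83, -1.18 and -0.92, and without replicate 2 the medians at days 7 and 28 were -1.28 and -1.43. Cells with a UMI of Mki67 or Top2a numbered 48 of 7020, 27 of 6794 and 27 of 6487 in the ATV:RSV mice, of which 30, 10 and 11 were in cluster 2. Each later mouse was also compared with the ATV:RSV mouse of its batch, in 9 pairs that share these 3 ATV:RSV mice. The median log2 difference of the set was below 0 in 9 of 9 pairs (-2.24 to -0.0824) and the Mki67 share was lower in 9 of 9, while the CPM sum of the set, in which abundant genes weigh most, was lower in 5 of 9. The set was not called by fry at any later day, and no control of the same day existed. Whether the ATV:RSV mice held a larger dividing fraction than the later mice therefore stays open.

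The dissociation-induced immediate early genes were lower at day 1 (-0.45) and higher at day 14 (0.14) than in ATV:RSV. The difference between day 14 and day 1 was 0.66 (camera adjusted p = 0.00340). For the higher level at days 14 and 28, a batch difference was argued against by a lowest median difference within any batch of 0.0813. Thinning to the smallest total (lowest median 0.11) cannot decide about depth, since it leaves the expected CPM of abundant genes unchanged. Depth per cell was not matched for these genes. The sum of these genes was 18110 to 20650 CPM at day 1, 26870 to 29490 in ATV:RSV, 30160 to 31000 at day 14 and 29330 to 30710 at day 28, where replicate 1 lay within the range of ATV:RSV. The order and time in which mice of a batch were dissociated are not in the labels and were not tested. Handling, depth per cell and time after the dose therefore all stay open.

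Apoe was lower at day 1 (-0.42) and higher at day 7 (1.15) than in ATV:RSV, and its day 7 minus day 1 difference was 1.57 on the log2 scale (limma-voom adjusted p = 7.87e-07). The lower value at day 1 and a difference between batches cannot be told apart: the log2 difference was 0.183 in batch 1, -0.700 in batch 2 and -0.743 in batch 3, and each batch held 1 mouse of each group. The higher value at day 7 was seen in each batch, the lowest at 1.00, which argued against a batch difference. Astrocyte cells or RNA were argued against by the astrocyte markers, whose median log2 fold change at day 7 was -0.30. The most abundant of these markers, Slc1a3 and Slc1a2, had a mean of 7.57 and 2.08 log2 CPM and changed by -0.08 and -0.68. The 1% of cells with most Apoe UMIs were argued against, since without their UMIs the lowest day 7 mouse still had 899 CPM, against 553 CPM with all cells in the highest ATV:RSV mouse. An Apoe UMI was found in 62.9% of thinned cells in the lowest day 7 mouse and in 46.2% in the highest ATV:RSV mouse, but the background of Apoe is not known, since the files held no cell type that should lack it. A higher Apoe level across microglia and Apoe RNA from a few cells in the background therefore cannot be told apart.

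The mitochondrial percent of UMIs, which no comparison of the report used, had a median per mouse of 3.25% ± 0.134 in ATV:RSV (SD, n = 3), 4.30% ± 0.293 at day 1, 3.80% ± 0.285 at day 7, 3.31% ± 0.284 at day 14 and 3.38% ± 0.207 at day 28. It was 1.05 percentage points above ATV:RSV at day 1 and 0.545 at day 7, in 3 of 3 mice each (exact p = 0.1, the smallest possible, adjusted 0.2, and 0.00757 within batches for the 5 groups). A difference in depth was argued against as the whole cause, since among cells of 5000 to 8000 UMIs the day 1 difference was 0.482 points, with SDs of 0.261 and 0.152, and the day 7 difference was 0.600. Cells that lost cytoplasmic RNA were argued against at day 1, where the median UMIs per cell were higher than in ATV:RSV by 3197. At day 7 depth was not higher, so that test says nothing there. The dissociation-induced immediate early genes, a partial measure of the stress of isolation, were lower at day 1 (median -0.45, camera adjusted p = 0.0178) and not called at day 7 (0.01, 0.688), so they gave no sign of more stress at these days. An effect of the antibody on these genes was not separated from handling, so the stress of isolation stays open beside an effect of the antibody.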

How the results depend on the processing

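Leaving out cells with at least 3 markers of another type and leaving out the 5% of cells with most UMIs in each mouse were chosen after seeing the data, and all other alternatives were planned.

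The counts at day 1 (9872), for day 7 against day 1 (9538) and over the 5 groups (9490) stayed within 1.5 times under every alternative run. Leaving out each mouse gave 9287 to 9549, 8910 to 9227 and 8773 to 9592 genes. With the library size alone the share of higher genes was 34.65% at day 1 in place of 50.06% and 59.8% for day 7 against day 1 in place of 49.3%, because that scaling shifts all genes: the median of all genes moved from -0.05 to -0.29 and from 0.02 to 0.17.

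At day 7 the count was 568 genes, and it was 871 with DESeq2, 1199 with the library size alone (26.4% higher in place of 75%) and 331 to 489 with 1 mouse left out. The lowest counts were 331 without ATV:RSV replicate 2 and 334 without day 7 replicate 3. At day 14 the count was 57 genes, and it was 132 with DESeq2, 19 with the library size alone, 97 with sample quality weights, 0 with only the 2 groups compared and 0 to 52 with 1 mouse left out, namely 0 without day 14 replicate 1, 16 without ATV:RSV replicate 3 and 30 without day 14 replicate 2. At day 28, 0 genes were called by limma-voom and edgeR and 14 by DESeq2. The library size alone shifts all genes, and fewer mice or groups leave fewer degrees of freedom for the spread. For the other settings the cause was not tested.

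With the replicate block (the batch, which pairs the mice), 1014 genes were called at day 7, 122 at day 14 and 2 at day 28, and 685, 97 and 1 genes were called in the same direction at day 1 and at days 7, 14 and 28, in place of 404, 48 and 0. The block changed no other call among the named genes and gene sets. The cause was not tested. With edgeR the overlap was 446, 47 and 0 genes.

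For gene sets, camera called 8, 6, 5 and 4 sets at days 1, 7, 14 and 28. With the correlation estimated for each set, it called 0, 1, 0 and 0. With fry, 3 sets were called at day 7, 1 at day 14 and 0 at day 28. The cause was not tested. Leaving out 1 mouse gave 8 and 6 sets at days 1 and 7, 4 to 8 at day 14, the 8 without day 14 replicate 1, and 3 to 6 at day 28. The median of the interferon response set reversed without ATV:RSV replicate 1, to 0.0365 at day 14 and 0.0523 at day 28, within ranges of -0.70 to 0.0365 and -0.72 to 0.0523 with 1 mouse left out, and the sum of its genes in that mouse shows why. Of 40 set results, 23 were called and 30 changed their call in at least 1 alternative, 22 of them with the estimated correlation. With 1 mouse left out, sets gained a call at day 14 without day 14 replicate 1 (homeostatic microglia, median -0.05, DAM 0.08 and MHC class II 0.29) and without ATV:RSV replicate 2 (homeostatic microglia -0.07 and DAM 0.18). At day 28 sets gained a call without ATV:RSV replicate 2 (MHC class II -0.19), without ATV:RSV replicate 3 (oxidative phosphorylation 0.03) and without day 28 replicate 2 (glycolysis 0.07 and oxidative phosphorylation 0.04), and the immediate early genes lost theirs without ATV:RSV replicate 3 (0.05).

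Of 35 results for named genes, 34 were called, and 9 changed their call in at least 1 alternative: Trem2, Apoe and Spp1 at day 1, P2ry12 and Stox2 at day 7, and Haao, Igfbp4, Sfmbt2 and Rgs7bp at day 14. No called gene changed sign, and Spp1, which was not called, ranged from -1.20 to 2.00. Leaving out 1 mouse removed a call 31 times and added 1, that of Spp1 without ATV:RSV replicate 2 (1.82), and comparing only the 2 groups removed 7.

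The Mki67 share differed between the groups at p = 0.00236 within batches (exact), 0.00201 without thinning, 0.0108 with a UMI of any of 5 cell cycle genes, 0.000694 to 0.00486 with 1 mouse left out, and 0.000240 in a permutation over all mice, with no replicate block.

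Other splits of the mice gave as many genes as the real groups in 1 of 10 splits (the real split alone) for each of days 1, 7 and 14 and for day 7 against day 1, and in 10 of 10 at day 28. As many sets were called in 5 of 10 splits at day 1, 1 at day 7, 3 at day 14 and 6 at day 28. With 3 mice against 3 there are only 10 splits, so this count cannot exclude chance for any of these. Of these, 4 splits part the mice of every batch as the real one does, and among them as many genes were called in 1 at each of days 1, 7 and 14 and for day 7 against day 1, and as many sets in 3, 1, 2 and 3. For the 5 groups, 1 of 100 splits drawn gave as many genes, the real one. Another split gave 9218 in place of 9490, and splits that keep the batches apart were not counted. The real grouping thus ranked first by a narrow margin, and this count says little about the grouping of single mice.

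Not run were the comparison of shares of the deposited clusters, with its alternatives, since the genes that define the clusters changed. Counting every deposited cell gave no separate value, since all cells were taken as microglia. Depth limits the low genes most: Mki67 had 1 to 38 UMIs per mouse at days 7 to 28. After thinning, a count of 0 cells with a UMI would allow a share of up to 0.0424% to 0.0637%, depending on the mouse.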

Other observations

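The tests of ribosomal protein genes against scaling and batch and their values with 1 mouse left out, and the day 7 count without cluster 2, were chosen only after the result was seen, as was the list of ribosomal protein genes itself.

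Ribosomal protein genes were higher than in ATV:RSV at days 7 and 14. Of 83 such genes tested, 77 were called higher at day 7 and 43 at day 14, and none lower, with median log2 fold changes of 0.48 and 0.27. The count at day 14 depended on the processing: it was 72 with the batch as a block, 78 within cluster 1 and 8 within cluster 0, 12 with the library size alone, 13 without ATV:RSV replicate 3 (median 0.25), 23 without day 14 replicate 2 (0.28) and 0 in limma-voom without day 14 replicate 1 (0.24), where no gene of any kind was called at day 14. The medians were 0.59 at day 1 and 0.08 at day 28, where 0 were called by limma-voom. These genes made up 43 of the 57 genes called at day 14. Per mouse they took 12.3% to 12.97% of all UMIs in ATV:RSV, 14.95% to 15.8% at day 1, 16.2% to 17.0% at day 7, 14.3% to 15.6% at day 14 and 12.6% to 13.7% at day 28. At the lower of the days 7 and 14, the scaling was argued against by a median of 0.22 with the library size alone. The deposited clusters were argued against by at least 0.22 within cluster 0 or 1 (their balance) and 0.27 without cells of cluster 2. A batch difference was argued against by at least 0.22 within each batch. Thinning to the smallest total (0.28) cannot decide about depth, since it leaves the expected CPM of abundant genes unchanged. Depth per cell was not matched for these genes. The direction at days 7 and 14 did not flip with TMM, DESeq2 size factors or the library size alone. At day 1 the median was -0.08 without cluster 2, -0.03 within cluster 0 and -0.08 within cluster 1. Cluster 2 held most day 1 cells, and the genes that define it are among those that changed. These values therefore cannot decide whether the level at days 7 and 14 continued the rise of day 1. A later change in ribosomal protein genes after the dose is a hypothesis only, and a difference in RNA capture or handling that acts on short, abundant transcripts was not tested.

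The genes changed at day 7 could come from leftover cells of the deposited cluster 2, which held most cells at day 1. Without cluster 2, 758 genes were called at day 7, and 551 of the 568 genes were among them, which argued against these cells as the source. At day 14, 88 genes were called without cluster 2.

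Spp1 was higher in ATV:RSV replicate 2 (18.8 CPM) than in the other ATV:RSV mice (0.675 and 0.883 CPM). A few cells fit this pattern: 1 cell, or 0.0147% of the cells of that mouse, held 562 of its 780 Spp1 UMIs, and another held 158. Both lay in cluster 2, had 23111 and 17256 UMIs and had UMIs of 6 and 9 of the 10 microglia markers, with no more than 1 marker of any other type. Whether they were doublets cannot be decided from this.

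Of all cells, 99.91% had UMIs of at least 3 microglia markers, and 1099 cells (1.08%) had at least 3 markers of another type. At least 3 markers were found for border-associated macrophages in 0.444% of cells, astrocytes in 0.327%, oligodendrocytes in 0.189%, neurons in 0.0461%, B cells in 0.0372%, erythrocytes in 0.0196%, endothelial cells in 0.0147%, neutrophils in 0.00784%, T cells in 0.00392%, monocytes in 0.00196%, NK cells in 0.00098% and pericytes in 0.00098%. At least 3 dendritic cell markers were found in 0 of 102043 cells, which allows a share of up to 0.00294% of such cells. The share with border-associated macrophage markers was 1.02% at day 1 and 0.325% in ATV:RSV, 0.301% at day 7, 0.281% at day 14 and 0.290% at day 28, without thinning, so greater depth at day 1 was not separated from a change in these genes. The 10 most abundant genes took 12.5% of UMIs at day 1 and 15.2% in ATV:RSV.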
